A study of Mus musculus with 12 samples. Its data were reported in "Inhibition of fatty acid oxidation enables heart regeneration in adult mice" (2023).

How the data were processed

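Histone H3 trimethylated at lysine 4 (H3K4me3) was mapped by chromatin immunoprecipitation and sequencing (ChIP–seq) in sorted nuclei of adult mouse cardiomyocytes (CMs), the muscle cells of the heart. The labels give 3 H3K4me3 libraries from control mice that carry the Cre recombinase (*Ctrl* Cre) and 3 from mice in which *Cpt1b*, the muscle form of the enzyme that admits long-chain fatty acids to mitochondria, was inactivated in CMs (*Cpt1b* cKO). Input libraries of both genotypes were also listed, but the table used here has no input columns, and they entered no comparison.

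Before depositing the table, the authors trimmed the reads with Trimmomatic, aligned them to the mouse genome build mm10 (GRCm38) with STAR keeping unique unspliced alignments, and removed duplicates with Picard. The authors called peaks in each ChIP library against its input with MUSIC at a false discovery rate of 0.2, discarded blacklisted regions and merged the peaks of all libraries into 15848 union peaks. The authors then obtained a count of each library in each union peak with bigWigAverageOverBed and divided it by DESeq2 size factors, which correct for depth and composition. The deposited values per library are these normalized counts rounded to whole numbers, and they were treated as a score and not as raw counts. The deposited table also gives the unrounded mean of each genotype, a mean signal that the authors computed from the same normalized counts. Fold changes on the log2 scale, p-values and adjusted p-values in the deposited table come from DESeq2 as run by the authors. The authors assigned a peak to the gene of the nearest promoter within 5000 bases, and the deposited fraction of each peak that overlaps the gene body was not used in any test.

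Several of these steps bear on the measurements. Size factors set the bulk of the peaks to no change, so a loss or gain of H3K4me3 shared by all peaks is not visible in these values, and every difference below is relative to the other peaks. Union peaks merge neighbouring regions, so the width of a peak is that of the union over both genotypes. Peaks that overlap several genes carry the name of a single gene.

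The whole counts behind the rounded values were recovered by searching, peak by peak, for counts that give both the rounded values and the unrounded genotype means of the authors. A single solution was found for 15848 of 15848 peaks, with a largest gap of 1.28e-06 to the sum of the deposited normalized counts of a genotype. On 8000 simulated peaks the same search returned the exact counts in 100.0% of cases. The recovered counts in peaks totalled 2115652, 763133 and 1900785 in *Ctrl* Cre replicates 1 to 3, and 1581708, 2766416 and 2457309 in *Cpt1b* cKO replicates 1 to 3. The deepest library held 3.63 times the counts of the shallowest. At the median peak, counting error alone amounted to 15.6% of the value in *Ctrl* Cre replicate 2 and to between 8.36% and 10.9% in the other libraries. A floor of 3 counts corresponds to normalized values from 1.95 to 6.97, depending on the library. These errors and floors cover counting error only, and they take each recovered count as a separate, independent read.

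Samples were grouped by genotype from their titles, and replicate numbers come from the same titles. Because the table holds normalized values, the design planned for such values was used: limma (version 3.58.1, in R 4.3.3) with lmFit and eBayes with a trend on log2(value + 1), a design with genotype alone, two-sided tests and Benjamini–Hochberg adjustment. Peaks with a mean of at least 10 over the 6 libraries were tested, which kept 15039 and left out 809. Differences are given as log2 differences with their standard errors (SE) on the log2(value + 1) scale, which understates changes of low peaks. A single draw of simulated counts was made for the same 15039 peaks, with 200 peaks raised or lowered by a fixed factor. The raised and lowered peaks had median log2 differences of 1.03 and -1.00. In limma, 81.0% of the changed peaks were recovered at an adjusted p under 0.05, and 5.26% of the calls were false. All simulated peaks had the same dispersion, and whole libraries did not differ beyond depth. These shares therefore describe the simulation and do not measure power or error in the real libraries.

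Width classes used the percentiles of the study, with broad peaks above the 75th percentile of the tested peaks and narrow peaks under the 25th, applied to the widths of union peaks over both genotypes. For shares of broad peaks, alternatives that changed the tested peaks took these percentiles anew, so their limits in bases differ. Gene sets were tested with camera in limma with an inter-gene correlation of 0.01, using for each gene its peak with the highest mean. Single values per library were compared with exact two-sided permutation tests, for which 3 libraries against 3 cannot give a p below 0.100. Shares of peaks carry 95% Wilson intervals, which treat peaks as independent and say nothing of the variation between mice. The gene sets, a list of 20 genes named by the study, the tests and most alternatives were fixed before the data were examined. The sets and the list are not independent of these data, however. From the same libraries the study had reported lower H3K4me3 at CM maturation genes and higher H3K4me3 at fatty acid metabolism genes. The contraction and maturation set also holds *Mylk3*, *Cacna1g* and *Myocd*, which the study named for reduced H3K4me3. The text names the listed genes and, in each direction, the 5 peaks with the smallest p among those with an unadjusted p under 0.05 whose 3 values in a genotype all lie above those of the other. A peak that met this rule is not reported here. Members of the gene sets with an adjusted p under 0.05, the genes on the sex chromosomes and the peaks over *Myh7* and *Hif1a* were singled out after their values were seen. Genomic features come from GENCODE vM21 on the same build, positions are those of the deposited table, and GC content was read from the reference genome with samtools 1.23.1.

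The alternatives fixed beforehand were quantile normalization, scaling by totals alone, no filter and a mean of at least 50, pseudocounts of 0.1 and 10, the replicate number as a block, each library left out, autosomal peaks only, other width classes, other distances and thresholds, and other ways to choose the peak of a gene. Input subtraction and an exchange of the test on the deposited values were planned but could not be applied to this table. Alternatives chosen after seeing the data were limma-voom on the recovered counts, a correction for GC content with and without the replicate block, replicate 3 as a covariate, thinning of all libraries to the depth of the shallowest over 20 draws, distances to any vM21 transcript start, and the p-values deposited by the authors. The comparisons of gene sets and of distal peaks per library were also added after seeing the data.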

Results

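H3K4me3, a histone modification typical of active promoters, was compared between CM nuclei of 3 *Ctrl* Cre and 3 *Cpt1b* cKO libraries to ask where its deposition changes once CMs can no longer import long-chain fatty acids into mitochondria. Of 15848 union peaks on mm10, 15039 had a mean normalized count of at least 10 and were tested. Total counts in peaks ranged from 763133 in *Ctrl* Cre replicate 2 to 2766416 in *Cpt1b* cKO replicate 2. The correlation of log2 values across peaks lay between 0.914 and 0.967 for all pairs of libraries.

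The peak of the targeted gene was examined first. The *Cpt1b* peak (chromosome 15, 89421995 to 89431151) covered exons 1 to 9 of the transcript Cpt1b-201 and also overlapped *Chkb*, so its signal cannot be ascribed to *Cpt1b* alone. Normalized counts were 428, 407 and 436 in *Ctrl* Cre replicates 1 to 3 and 572, 689 and 568 in *Cpt1b* cKO replicates 1 to 3. The mean was thus 424 ± 15 (SD, n = 3) in controls and 610 ± 68.7 (SD, n = 3) in *Cpt1b* cKO CMs. The log2 difference was 0.52 (SE 0.10), with an adjusted p of 0.00357 over all peaks in limma. These values measure the histone mark over the 5′ part of the gene and not the deletion itself.

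To identify regions with altered H3K4me3, all tested peaks were compared between the genotypes. At an adjusted p under 0.05 in limma, 167 peaks were higher and 274 were lower in *Cpt1b* cKO CMs. The median log2 difference of these peaks was 0.69 for the higher and -0.86 for the lower group. At the unadjusted p under 0.05 that the study used, 879 peaks were higher and 1050 were lower, against 752 of the tested peaks expected by chance in both directions together. These peaks were assigned to 741 genes with higher and 715 genes with lower H3K4me3, and 3 genes had peaks of both kinds. Values of the genotypes did not overlap at 16.3% of tested peaks, whereas chance gives 10%. The alternative that moved the number of peaks with an adjusted p under 0.05 most left out *Ctrl* Cre replicate 1, which gave 229 such peaks in place of 441. In the authors' deposited table, 633 peaks were higher and 896 were lower at an unadjusted p under 0.05, and 146 were higher and 264 were lower at an adjusted p under 0.05.

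**Figure D1:**
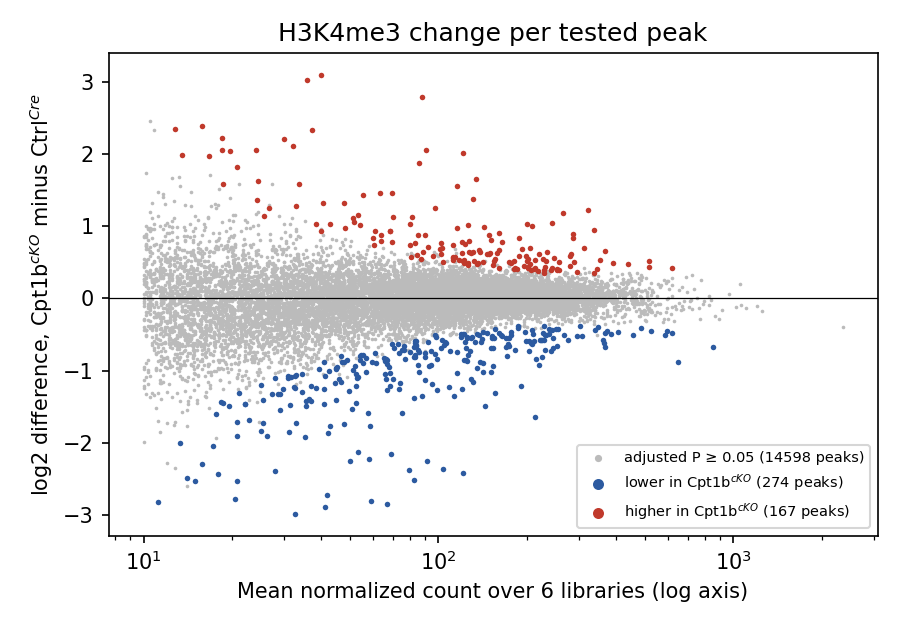
Each point is a tested H3K4me3 peak, with the mean normalized count over the 6 libraries on a log axis and the log2 difference between *Cpt1b* cKO and *Ctrl* Cre CMs on the vertical axis. Blue points mark the 274 peaks lower and red points the 167 peaks higher in *Cpt1b* cKO CMs at an adjusted p under 0.05, and the spread of the remaining points in grey widens toward low counts.

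The precision of a peak depended on its counts. The median SE of the log2 difference was 0.34 for the 4422 tested peaks with a mean under 50 and 0.12 for the 10617 peaks with a mean of at least 50. Changes of low peaks were therefore often not detectable at this depth.

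The 5 peaks with the smallest p among those lower in *Cpt1b* cKO CMs had no gene assigned in the deposited table. A peak on chromosome 7 (142474141 to 142479561), which overlapped *Lsp1* and lay to 85.6% in introns, fell from 205 ± 19.6 to 38 ± 8.7 normalized counts (SD, n = 3 per genotype), a log2 difference of -2.42 (SE 0.17) with an adjusted p of 1.29e-08 in limma. An intergenic peak on chromosome 6 (44569145 to 44572470), 94965 bases from the nearest annotated transcript start, changed by -2.84 on the log2 scale (SE 0.25). A peak within *Ttn* on chromosome 2 (76805193 to 76808738), 17804 bases from the nearest transcript start, changed by -2.38 (SE 0.21), with normalized counts of 134 ± 33.5 in controls and 24.7 ± 4.2 in *Cpt1b* cKO CMs (SD, n = 3). The remaining pair overlapped *Mtr* on chromosome 13 (12196324 to 12200626) and *Chd6* on chromosome 2 (160979508 to 160982793), with log2 differences of -2.37 and -2.52. In vM21, the peaks at *Lsp1* and *Mtr* overlapped an annotated transcript start, and that at *Chd6* lay 2253 bases from the nearest. In the opposite direction, the smallest p belonged to a peak on chromosome 7 (132067889 to 132071086) that overlapped *Fgfr2* and *Cpxm2* and lay to 97.2% in introns. It rose from 21.3 ± 4.5 to 155 ± 39.2 normalized counts (SD, n = 3), a log2 difference of 2.79 (SE 0.22) with an adjusted p of 7.59e-08 in limma. Others were *Hsd17b11* (chromosome 5, 104018974 to 104022654) with a log2 difference of 1.18, *Gdf15* (chromosome 8, 70629464 to 70631681) with 2.06, and *N4bp3* (chromosome 11, 51648958 to 51651381) with 1.56. Each of these peaks had an adjusted p of at most 4.79e-07 in limma.

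A list of 20 genes named by the study comprised genes of CM maturation, metabolism and survival and the housekeeping genes *Dus1l*, *Snx19* and *Lsm6*, and 17 of the listed genes had a tested peak under their own name. After adjustment over these 17 genes alone, 7 had an adjusted p under 0.05 in limma, and 5 of them also passed after adjustment over all peaks. Among genes of CM contraction and maturation, *Mylk3* (chromosome 8, 85378374 to 85382581) fell from 104 ± 24.6 to 42.7 ± 7.0 normalized counts (SD, n = 3), a log2 difference of -1.25 (SE 0.20) with an adjusted p of 0.000395 over all peaks. A further, weaker peak assigned to *Mylk3* (chromosome 8, 85384412 to 85386690) fell from 72 ± 6.2 to 11.7 ± 8.3 (SD, n = 3). Its log2 difference was -2.73 (SE 0.37), with an adjusted p of 6.16e-05 over all peaks in limma. *Myocd* (chromosome 11, 65265736 to 65271617) fell from 443 ± 17.3 to 288 ± 25.5 (SD, n = 3), a log2 difference of -0.62 (SE 0.10) with an adjusted p of 0.000364. *Cacna1g* (chromosome 11, 94472966 to 94474705) fell from 54.3 ± 15.1 to 30.7 ± 3.8 (SD, n = 3), and its adjusted p was 0.0166 over the list but 0.124 over all peaks in limma. *Egln3* was lower by the list alone as well, with a log2 difference of -0.28 and adjusted p-values of 0.0303 and 0.195 in limma. Higher values were measured at *Acta1* (chromosome 8, 123892252 to 123894726), which rose from 36.7 ± 12.9 to 135 ± 39.0 (SD, n = 3), and at *Bcl2* (chromosome 1, 106711475 to 106714854), which rose from 121 ± 22.0 to 208 ± 14.8 (SD, n = 3). Their log2 differences were 1.88 and 0.79. *Tnni3*, *Slc2a4*, *Ldha*, *Nppb*, *Cpt1a*, *Bnip3*, *Bcl2l11*, *Dus1l*, *Snx19* and *Lsm6* showed no difference at an adjusted p under 0.05 over the list. *Nppa*, *Myh7* and *Hif1a* had no tested peak assigned to them by name. A peak assigned to *Myh6* extended over *Myh7* and had an adjusted p of 0.280 over all peaks in limma, and an unassigned peak over *Hif1a* had a log2 difference of 0.34 and an adjusted p of 0.0605.

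**Figure D2:**
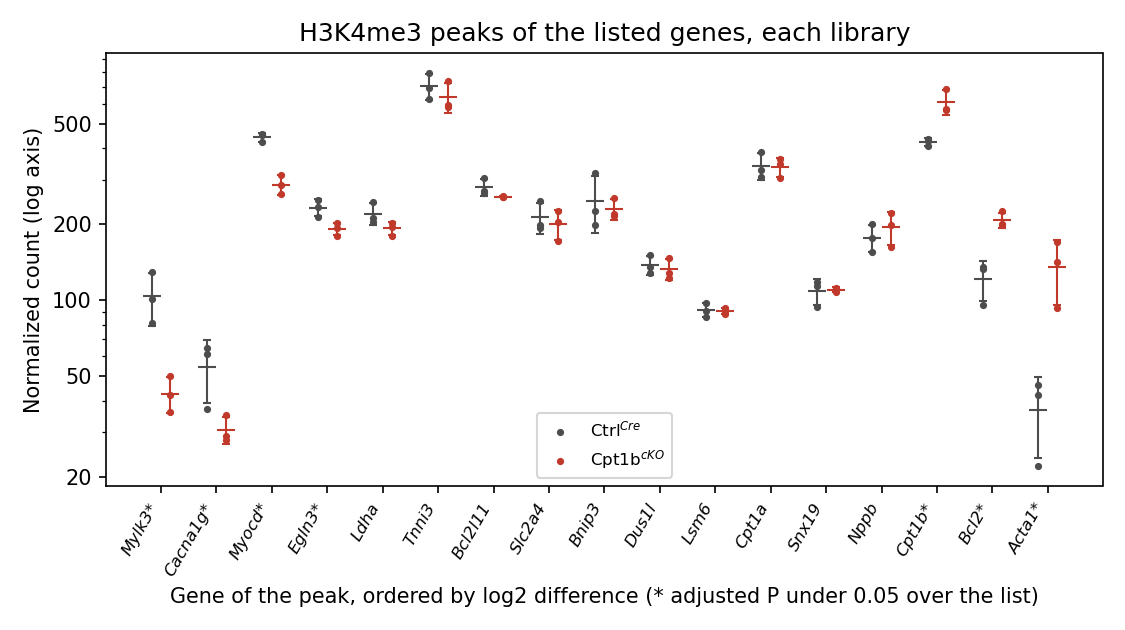
Normalized counts of the H3K4me3 peak with the highest mean of each of the 17 listed genes on a log axis, with a point per library (*Ctrl* Cre grey, *Cpt1b* cKO red), horizontal marks for the means and bars for the SD of 3 libraries. Genes are ordered by log2 difference, from -1.25 at *Mylk3* to 1.88 at *Acta1*, and asterisks mark the 7 genes with an adjusted p under 0.05 over the list.

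Because the study grouped genes by the breadth of their H3K4me3 peaks, the tested peaks were divided by width. Broad peaks were wider than 2222 bases and narrow peaks narrower than 1030 bases. Broad peaks made up 40.8% (95% Wilson interval 37.8 to 43.8%) of the 1050 lower peaks, 38.8% (35.6 to 42.1%) of the 879 higher peaks and 25% of all tested peaks. Both directions were thus enriched in broad peaks, and their intervals overlapped. Among peaks with a mean of at least 50, the shares lay further apart, at 51.3% of lower and 37.0% of higher peaks. There the width percentiles were taken anew over those peaks, so broad does not mean wider than 2222 bases. The order of the directions was reversed without *Cpt1b* cKO replicate 3, a fit that also unbalances the sex chromosome signal described below. Broad peaks also held more signal, with a median normalized count of 197 against 24.2 for narrow peaks, and had a smaller median SE of 0.11 against 0.34. Among the 715 genes with lower peaks, the widest lower peak was broad in 45.2%, medium in 41.3% and narrow in 13.6%. When each library was taken as a whole, the log2 ratio of signal in broad over narrow peaks was 2.62 ± 0.02 (SD, n = 3) in *Ctrl* Cre and 2.64 ± 0.08 (SD, n = 3) in *Cpt1b* cKO CMs. The difference of 0.019 was smaller than the SD of the *Cpt1b* cKO libraries, 0.081, but larger than that of the controls, 0.016. The two-sided exact permutation p was 0.7 (n = 3 per genotype, smallest possible p 0.1).

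Next, the position of changed peaks relative to transcription start sites (TSSs) was examined, since the study compared losses inside gene bodies with those near the TSS. The study's comparison concerned signal within genes reduced in both expression and H3K4me3. Shares of peaks were counted here instead, over all genes and with intergenic peaks included, so they do not test its statement directly. Peaks without an assigned promoter within 5000 bases made up 31.4% (95% Wilson interval 28.7 to 34.3%) of lower peaks, 15.6% (13.3 to 18.1%) of higher peaks and 17.9% of tested peaks. Of the 2692 tested peaks without an assigned gene, however, 40.6% lay within 5000 bases of a TSS in vM21. Counting peaks more than 5000 bases from any vM21 TSS gave 17.8% of lower, 6.37% of higher and 10.6% of tested peaks. Per library, the log2 ratio of signal in peaks without over peaks with an assigned gene was -3.45 ± 0.04 (SD, n = 3) in *Ctrl* Cre and -3.55 ± 0.03 (SD, n = 3) in *Cpt1b* cKO CMs. All 3 *Cpt1b* cKO libraries lay below all 3 controls, which gives a two-sided exact permutation p of 0.1, the smallest this design allows.

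**Figure D3:**
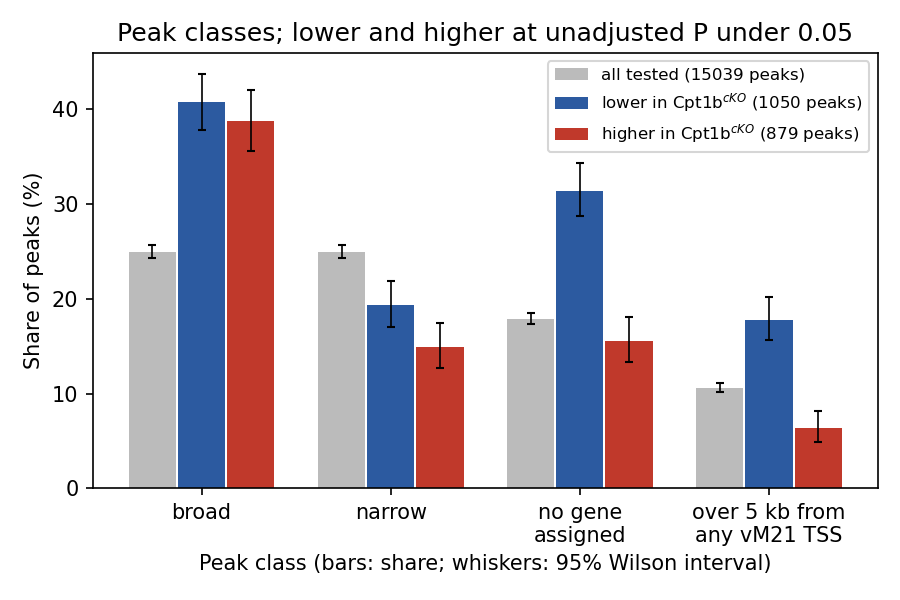
Bars give the share in percent of broad peaks, narrow peaks, peaks without an assigned gene and peaks over 5000 bases from any vM21 TSS, among all 15039 tested peaks (grey) and the 1050 lower (blue) and 879 higher (red) peaks, with 95% Wilson intervals as whiskers. Broad peaks are more frequent in both directions, 40.8% and 38.8%, whereas peaks without an assigned gene are more frequent among lower peaks, 31.4% against 15.6%.

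Gene sets of contraction and maturation and of fatty acid metabolism were compared as groups. The study had reported both themes from the same libraries, so neither set is an independent test of its findings. Of 50 genes in the contraction and maturation set, 46 had a tested peak, and 39 of these had lower and 7 had higher values in *Cpt1b* cKO CMs. The median log2 difference was -0.16, against 0.02 for the other 12014 genes, and camera gave a p of 6.62e-10. At an adjusted p under 0.05 over all peaks in limma, *Actc1*, *Tbx5*, *Hrc*, *Myocd*, *Trdn* and *Mylk3* were lower and *Scn4b* was higher. Libraries of a genotype differed widely in this set, however. The median of the set relative to other genes was 0.08, -0.0053 and 0.23 in *Ctrl* Cre replicates 1 to 3, and -0.06, 0.09 and -0.27 in *Cpt1b* cKO replicates 1 to 3. At the level of libraries the genotypes overlapped, with a two-sided exact permutation p of 0.3 (n = 3 per genotype, smallest possible p 0.1).

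In the fatty acid metabolism set, 42 of 50 genes had a tested peak, of which 28 had higher and 14 had lower values. The median log2 difference was 0.12, and camera gave a p of 3.15e-05. *Pdk4*, *Ucp3*, *Acot2*, *Angptl4*, *Plin5*, *Plin2* and *Slc25a20* were higher and *Fasn* was lower at an adjusted p under 0.05 over all peaks in limma. The median of the set relative to other genes was -0.08 ± 0.03 (SD, n = 3) in *Ctrl* Cre and 0.06 ± 0.12 (SD, n = 3) in *Cpt1b* cKO libraries. The genotypes did not overlap, with a two-sided exact permutation p of 0.1, but *Cpt1b* cKO replicate 3, at -0.063, lay close to the highest control, at -0.064.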

Values the study reported

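The study found H3K4me3 peaks raised at 467 genes and lowered at 478 genes after the loss of *Cpt1b* in CMs. Among the latter, 151 genes were also repressed at the RNA level, and in 95 of these (62.91%) the peak belonged to the broad class.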

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

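The number of peaks with an adjusted p under 0.05 fell from 441 to 238 when all libraries were thinned to the depth of the shallowest, which lowers the depth and equalizes it at once. Leaving out the shallowest library gave 431. It ranged from 229 to 431 across the 6 fits that each left out a library and stayed within 1.5 times of 441 under the other alternatives, from 338 with a mean of at least 50 to 543 after GC correction, with 503 for limma-voom on the recovered counts, which shared 416 peaks with the 441. At a p under 0.01, 882 peaks remained of 1929. Leaving out single libraries gave 1559 to 1962 peaks and 1148 to 1520 genes at an unadjusted p under 0.05, and 5 to 7 listed genes after adjustment over the list. Lower peaks no longer outnumbered higher peaks at an unadjusted p under 0.05 with a mean of at least 50, with 703 higher and 643 lower peaks, and without *Ctrl* Cre replicate 3, with 986 higher and 976 lower.

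Same-numbered libraries are different samples, and their deviations from the genotype means correlated at 0.076, -0.081 and 0.11 for replicates 1 to 3. With the replicate number as a block, 370 peaks had an adjusted p under 0.05, 1797 peaks and 1332 genes had an unadjusted p under 0.05, 7 listed genes passed, the shares of broad and of unassigned peaks among lower peaks were 40.5% and 32.5%, camera gave 1.16e-08 and 5.35e-05 for the contraction and fatty acid sets, and the broad-to-narrow difference was 0.019 with an exact sign-flip p of 0.75. With the block and GC correction together, 503 peaks had an adjusted p under 0.05.

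The share of broad peaks among lower peaks was 45.8% after quantile normalization, 51.3% with a mean of at least 50, 44.0% with the widest peak of each gene, 63.9% at an adjusted p under 0.05, and 23.0% with broad as the top 10% of widths, in place of 40.8%. With a mean of at least 50 and with the widest peak of each gene, the percentiles of width were those of the peaks kept. Among higher peaks the share was 36.1% after quantile normalization, 37.0% with a mean of at least 50, 37.5% with the widest peak of each gene and 18.7% for the top 10% of widths, in place of 38.8%, and 56.3% at an adjusted p under 0.05. The order of the directions was reversed without *Cpt1b* cKO replicate 3, at 43.6% of higher against 37.0% of lower peaks, and slightly so with limma-voom (38.6% against 38.2%) and with the authors' deposited p-values (43.8% against 43.2%). The share among lower peaks ranged from 37.0 to 44.4% when single libraries were left out, and the cause was not tested. The share of peaks without an assigned gene among lower peaks was 28.6% after quantile normalization, 20.1% with a mean of at least 50, 37.2% at an adjusted p under 0.05, 36.1% at 2500 bases, 34.7% with limma-voom, 34.6% with the authors' deposited p-values and 17.8% by distance to any vM21 TSS, in place of 31.4%. At an adjusted p under 0.05 the share among higher peaks was 24.6%, above the 17.9% of tested peaks, and by distance to any vM21 TSS the adjusted shares were 17.5% of lower and 11.4% of higher peaks, with overlapping Wilson intervals. The share of peaks without an assigned gene among lower peaks at an unadjusted p under 0.05 ranged from 28.1 to 33.8% without single libraries, and the cause was not tested.

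The difference in broad-to-narrow signal changed sign, to -0.027 with a mean of at least 50 and to -0.0092 with the widest peak per gene, and ranged from -0.013 to 0.065 without single libraries, the latter without *Cpt1b* cKO replicate 3, where the exact p of 0.1 is the smallest that 3 libraries against 2 can give. The camera p stayed under 0.05 in the same direction for both sets under the alternatives run, with ranges of 9.46e-18 to 0.000195 and of 1.74e-08 to 0.0129 without single libraries. Among the 17 listed genes and the peaks named for their small p, the log2 difference changed sign only for 6 genes without a difference between genotypes, when single libraries were left out: from -0.072 to 0.091 at *Snx19*, -0.080 to 0.087 at *Cpt1a*, -0.18 to 0.025 at *Slc2a4*, -0.23 to 0.12 at *Bnip3*, -0.13 to 0.0089 at *Dus1l* and -0.058 to 0.035 at *Lsm6*. Input subtraction was not run, since the table has no input columns, and no count-based test was run on the deposited values, since they are normalized.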

Other observations

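The tests of low counts and of sex chromosomes below were chosen after the results they bear on had been seen, in whole or in part. The 6 libraries can be divided into 10 splits of 3 against 3, of which 4 part all 3 same-numbered pairs, and the other 6 part a single pair. Shares under 0.05 cannot be reached with so few splits.

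The real split stood apart for single peaks. It was the only 1 of the 4 splits that gave 441 or more peaks with an adjusted p under 0.05, since the other 9 of the 10 splits gave 0, with 345 to 906 peaks at an unadjusted p under 0.05. It was also the only 1 of the 4 with as many peaks (1929) and genes (1453) at an unadjusted p under 0.05, and with 7 listed genes. The number of listed genes was partly set by the choice of the list, however. The study named *Mylk3*, *Cacna1g* and *Myocd* for reduced H3K4me3 in the same comparison. The summaries over classes of peaks and gene sets did not stand apart in this way. In 3 of the 4 splits the share of broad peaks in the richer direction was at least 40.8%, and in 2 of the 4 the share of peaks without an assigned gene was at least 31.4%. For the contraction and maturation set, 2 of the 4 splits gave a camera p as small as the real one, and grouping *Ctrl* Cre replicates 1 and 3 with *Cpt1b* cKO replicate 2 gave 1.44e-17. For the fatty acid set, 2 of the 4 splits gave a camera p as small. The differences of both sets between genotypes cannot be told apart from differences between libraries unrelated to genotype, although single members such as *Mylk3* and *Myocd* differed by more than their spread.

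Replicate 3 of each genotype differed from the other libraries on the sex chromosomes. The peaks at *Uty*, *Ddx3y*, *Eif2s3y* and *Kdm5d* on chromosome Y had normalized counts of 70 to 130 in *Ctrl* Cre replicate 3 and 49 to 106 in *Cpt1b* cKO replicate 3, and 0 in the other 4 libraries. The peaks at their X-linked partners *Kdm6a*, *Ddx3x*, *Kdm5c* and *Eif2s3x* were lower in replicates 3 by a mean log2 difference of -0.91, which is consistent with a single X chromosome in these samples. The peak over the *Xist* promoter (chromosome X, 103480950 to 103484157) reached 6 and 7 normalized counts in replicates 3, or 2.94% of its mean in the other libraries, which is under the 10% set for a mixture of material from both sexes. A candidate explanation is therefore that each genotype comprised 2 female samples and 1 male sample, so that sex is balanced between genotypes. With replicate 3 as a covariate, 424 peaks had an adjusted p under 0.05. Fits that left out replicate 3 of either genotype kept chromosome Y signal in the other genotype alone. Those fits therefore do not separate genotype from sex chromosome content. This limit applies to the reversed order of broad shares without *Cpt1b* cKO replicate 3. It also applies to the near-equal numbers of higher and lower peaks without *Ctrl* Cre replicate 3.

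Peaks without an assigned gene were 1.76 times as frequent among lower peaks as among tested peaks. The ratio was 2.65 among peaks with a mean of at least 50, which goes against low counts as the source. It was 1.66 after GC correction, 1.76 after thinning to equal depth, 1.60 after quantile normalization and 1.67 for peaks over 5000 bases from any vM21 TSS, all above the 1.5 set beforehand. Besides the real split, 1 of the other 3 splits that parted all pairs gave a share as large, 34.6%, from 345 peaks in both directions together. In the log2 ratio of signal in unassigned over assigned peaks, all 3 *Cpt1b* cKO libraries lay below all 3 controls, with an exact p of 0.1, the smallest possible. With 3 libraries per genotype the pattern cannot be told apart from differences between libraries. The hypothesis that H3K4me3 away from promoters may be more readily lost in *Cpt1b* cKO CMs would need more animals.

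The enrichment of broad peaks in both directions may reflect in part the larger counts of broad peaks. Among the 12234 peaks with a mean of at least 30, broad peaks were 1.53 times as frequent among changed as among tested peaks. After every peak was thinned to a mean count of 30, the ratio was 1.22, just above the 1.2 set beforehand for an effect of counts alone. Thinning also lowers the power at every peak, so the test does not separate an effect of counts from an effect of width.

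A further hypothesis held that the change at a peak inside a gene follows the change at the promoter peak of the same gene. Across 412 genes with both kinds of peak, Spearman's rho was 0.13, where genes are not independent replicates. It was 0.083 over the 307 genes whose peaks lay at least 20000 bases apart, 0.082 after thinning to equal depth and 0.12 after GC correction. Another split that parted all same-numbered pairs gave 0.14, more than the real split. The hypothesis was thus not borne out, since the weak relation cannot be told apart from differences between libraries. Thinning adds noise and lowers a correlation whatever its origin, and GC correction left rho almost as it was, so neither shows where the relation comes from. Of 491 such body peaks, 70 were lower and 13 were higher at an unadjusted p under 0.05. The median log2 difference was -0.21 at body peaks and -0.027 at promoter peaks, and the gap between these medians was not tested.

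At an unadjusted p under 0.05, 741 genes had higher and 715 genes had lower H3K4me3. Each number is higher than the value quoted from the study above. In the authors' deposited table, peaks at an unadjusted p under 0.05 belonged to 516 genes with higher and 569 genes with lower H3K4me3.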
